A study of Drosophila melanogaster with 14 samples. Its data were reported in "The somatic piRNA pathway controls germline transposition over generations" (2018).

How the data were processed

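Genomic DNA of one *Drosophila* line was sequenced as paired-end reads. In this line a short hairpin against *piwi* is driven in the follicle cells of the ovary and held back by a temperature-sensitive repressor. Per the labels, flies were kept at 20°C (no-KD) or moved to 25°C for the last 5 days (piwi-sKD). There were 14 libraries: 1 no-KD pool of 3 to 17 h embryos read at 100 nt, 1 piwi-sKD pool, and 12 single adult flies after piwi-sKD read at 125 nt. Per the labels the piwi-sKD pool came from adult flies, whereas the methods of the study describe it as embryos of the second generation. The group of each library was taken from its title, which is not touched by this difference. The study places the 12 single flies in that generation too, so the shift named in their labels would apply to their ancestors. The pools and the single flies were prepared and sequenced at different sites, so pools and flies differ in more than the number of animals.

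The authors mapped the reads to the dm6 genome with BWA, in different versions for the pools and for the flies, and called TE insertions absent from the reference with T-lex *de novo*. This tool groups soft-clipped reads and pairs with 1 mapped end, and compares the unmapped parts with the ends of canonical TE sequences. Each deposited file is a list of called insertions with chromosome, start, end, TE family and a support value. In the piwi-sKD pool and the 12 flies, the deposited support is a whole-number count of reads per insertion, at least 2, and was taken as read counts. In the no-KD pool, the deposited support is a signal that the authors had scaled, since 100% of its values are whole multiples of 1.23, and it was divided by 1.23 to recover reads. The factor is not stated for that list and was read from its values. The authors also matched the depth of the pools by repeated subsampling of the piwi-sKD reads. Those subsamples were not used here, and the piwi-sKD pool entered with all its insertions. Coordinates are given as in the deposited lists. Whether they count from 0 or from 1 is not stated, so each may be off by 1 base.

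Insertions of 2 libraries were taken as the same when their listed intervals lay within 20 bp of each other, whatever the family. A pool-specific insertion had no such partner in the other pool. A private insertion was found in 1 of the 12 flies and had no partner in the no-KD pool. Families were assigned to the ERV (all LTR retrotransposons), non-LTR or DNA class by hand, from their names, before any count per family was made. Gene names and spans came from the RefSeq gene table of the same genome release. That table gives no exons, so the planned share of exonic insertions was not run, and the share inside gene spans, leaving out the mitochondrial genome, was used in its place. Insertions on unplaced contigs counted as outside genes.

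For each family with at least 5 pool-specific insertions, Fisher's exact test (two-sided) compared the family with all other families between the piwi-sKD-specific and the no-KD-specific insertions, with Benjamini-Hochberg adjustment over families. The other families absorb a difference in depth between the libraries only as far as it acts on all families alike. Ratios of counts have exact 95% intervals (conditional binomial), and shares have Wilson 95% intervals unless called exact. Across the flies, Pearson's r and Spearman's rho were tested with 100000 permutations (two-sided), and again without the 2 flies farthest from the median total, as set before the data were examined. The same was done for the count without private insertions, which was added later. Families named in the text were chosen by a rule set before the data were examined: ZAM, gtwin, 412 (written Dm412 below) and HMS-Beagle2, which the study followed as extrachromosomal circles, gypsy, Stalker, gypsy8, Idefix and Circe, which it measured by qPCR, every family with an adjusted p under 0.05, and the 5 highest and 5 lowest ratios among families with at least 10 pool-specific insertions. Every ZAM and gtwin private site was named.

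The alternatives set before the data were examined were windows of 0, 100 and 500 bp, matching within the same family, absence from the flies as well, chromosome arms only, merging of insertions of a family within 20 bp in a library, support at or above the library's median, an exact binomial test with an expected share of 0.5, and family minimums of 1 and 20. For the flies they also included absence from both pools and no condition on the pools. Alternatives added after the data had been seen were thinning of the piwi-sKD support to the no-KD depth (100 binomial draws, calls kept at 2 or more reads), joining of insertions of a family within 500 bp over all libraries into loci, the count of insertions without the private ones as the measure set against private insertions, and the gene-span share. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9.

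The matching and the family test were tested on simulated data. Among 2000 planted positions 0 were matched wrongly. In 100 simulations of the comparison of the pools over 114 families, 20 families were changed 5-fold, as many raised as lowered. Of the changed families 76.5% were recovered. The share was 99.6% for families with at least 40 pool-specific insertions and 40.7% for those with 10 to 19. In the same simulations 0.650 unchanged families were called per simulation, and with no family changed 0.050 were called. ZAM and gtwin, with 12 and 11 pool-specific insertions, fall in the smaller class. The share for that class mixes rises and falls, and 20 changed families at once ease the adjustment. It is thus not the recovery of a rise in ZAM or gtwin alone, which was not simulated.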

Results

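To look for TE insertions that arose after somatic Piwi depletion, genomic DNA was sequenced from a no-KD pool, a piwi-sKD pool and 12 single flies after piwi-sKD. Piwi is the nuclear protein that, loaded with piRNAs, silences TEs, and in this line it is removed from the follicle cells of the ovary by a temperature shift. The data are 14 lists of insertions absent from the dm6 reference, each with its TE family and supporting reads. The no-KD pool had 4356 insertions with 38580 supporting reads, and the piwi-sKD pool had 5096 insertions with 47733 reads. The single flies had 914.5 ± 225 insertions (SD, n = 12), from 537 to 1307, with 1774 to 5901 supporting reads per fly. Support was at the minimum of 2 reads for 33.0% of the no-KD insertions, 36.1% of the piwi-sKD insertions and 48.6% ± 4.79 (SD, n = 12) of those in a fly. Each pool was 1 library, so no difference between the pools has a replicate check, and every test on them compares 2 libraries and not 2 conditions. Intervals cover counting error only, since supporting reads are not independent molecules.

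The first question was how many insertions each pool held alone. With a window of 20 bp, 2870 piwi-sKD insertions had no partner in the no-KD pool, which is 56.3% (Wilson 95% interval 55.0 to 57.7) of that list. In the other direction 2135 no-KD insertions were specific, or 49.0% (47.5 to 50.5). The ratio of piwi-sKD-specific to no-KD-specific insertions was 1.34 (exact 95% interval 1.27 to 1.42), against a ratio of 1.17 for all insertions. Specific insertions were weakly supported in both libraries. Their median support was 2 reads in each pool, whereas shared insertions had medians of 8 reads in the piwi-sKD pool and 7 in the no-KD pool. Support was at the 2-read minimum for 53.8% of piwi-sKD-specific and 51.0% of no-KD-specific insertions, compared with 13.4% and 15.8% of the shared ones. The count of specific insertions moved most with the window and the support. At 500 bp it was 679 for the no-KD pool, and with support at or above the library's median it was 858 for the piwi-sKD pool.

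The study used the ratio of specific insertions per family to find the TEs that had transposed. Among the 114 families tested, 0 had an adjusted p under 0.05 (Fisher's exact test, two-sided, Benjamini-Hochberg), and the smallest adjusted p was 0.945. Before adjustment 2 families had a p under 0.05. These were rooA, with 24 piwi-sKD-specific and 8 no-KD-specific insertions (exact p = 0.0484), and G3, with 6 and 0 (exact p = 0.0415). G3 lies outside the naming rule and was chosen after its values were seen. For ZAM, gtwin, Dm412 and HMS-Beagle2, 0 of the 4 families passed when adjusted over the list alone. The alternative that moved the number of calls was the exact binomial test against an expected share of 0.5, which takes no account of depth. It called 1 family, BS, with 239 and 148 insertions.

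The ratio of a typical family lay near that of all families together. Its median over the 94 families with at least 10 specific insertions was 1.35 (quartiles 1.10 and 1.80), and 77 of them had a ratio above 1. Without depth matching, a ratio of 3 or more was seen in 5 of these 94 families. ZAM had 10 piwi-sKD-specific and 2 no-KD-specific insertions, a ratio of 5.00 (exact 95% interval 1.07 to 46.9), with an exact p of 0.0827 and an adjusted p of 0.945. The DNA transposon looper1 had the same counts and the same ratio. For gtwin, 9 and 2 insertions gave a ratio of 4.50 (0.931 to 42.8), with an exact p of 0.131 and an adjusted p of 0.945. Dm88 followed with a ratio of 3.67 and rooA with a ratio of 3.00. After the piwi-sKD reads were thinned to the no-KD depth, an alternative added after the data had been seen, the ratio was 4.01 for ZAM, 3.88 for gtwin, 2.96 for looper1, 2.01 for Dm88 and 2.0 for rooA. Among the same 94 families, the lowest ratios were those of invader4 (0.706), HMS-Beagle (0.714), Osvaldo (0.727), rover (0.778) and HeT-A (0.786). Of the other families followed as circles, Dm412 had a ratio of 1.09 and HMS-Beagle2 a ratio of 1.44. Among the families measured by qPCR in the study, gypsy had a ratio of 3.00 on 6 and 2 insertions, Idefix 2.17, gypsy8 2.0, Stalker 1.34 and Circe 1.10. For all of these the adjusted p was 0.945 or higher, so the test told none of them from the other families at this depth. On so few insertions it could hardly have called ZAM or gtwin. At 500 bp even rooA, with 14 and 0, had an adjusted p of 0.170 (Fisher's exact test). The result is therefore no evidence against a rise in either family.

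**Figure D1:**
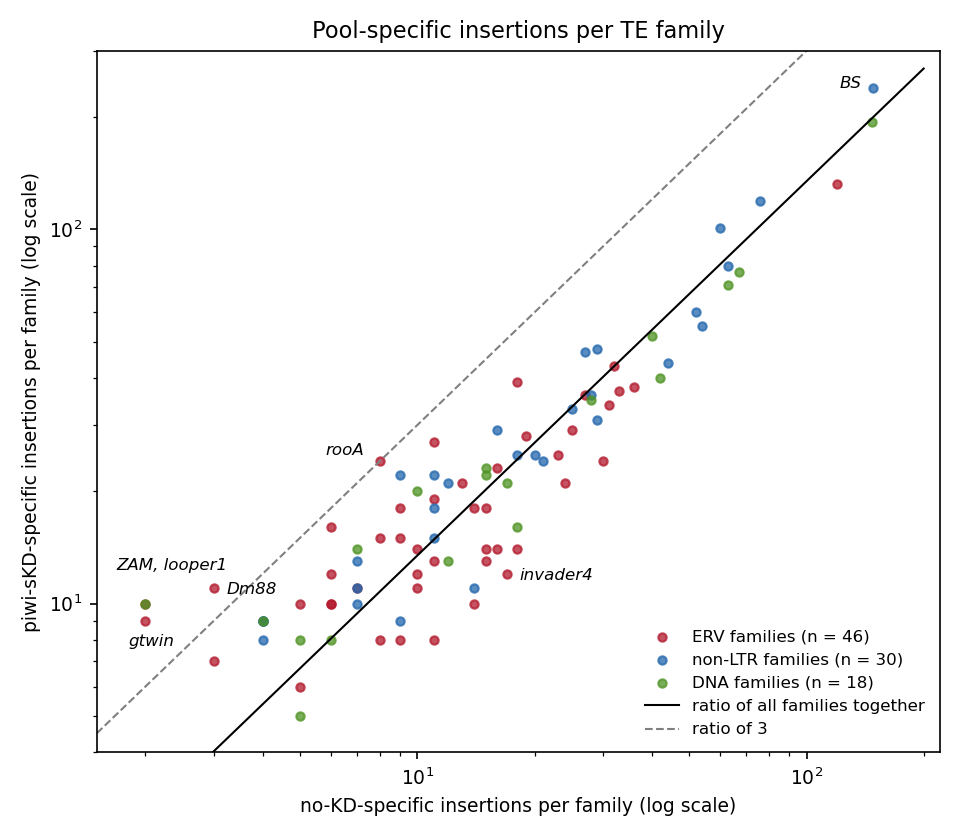
Each point is a TE family with at least 10 pool-specific insertions, placed by its no-KD-specific (x, log scale) and piwi-sKD-specific (y, log scale) insertions and coloured by class. The solid line marks the ratio of all families together, 1.34, and the dashed line a ratio of 3, which ZAM, looper1, gtwin, Dm88 and rooA reach without depth matching.

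The ZAM and gtwin insertions were then taken one by one. Of the 10 piwi-sKD-specific ZAM insertions, 4 had 2 supporting reads and the highest support was 11 reads. That insertion, at 2R 19842076 to 19842082, lay 28 bp from a ZAM insertion of the no-KD pool. In total 2 of the 10 had a ZAM insertion of the no-KD pool within 500 bp, and 6 of the 10 had a ZAM insertion within 500 bp in at least 1 fly. One of these, at 3L 24176057 inside the gene Snap25, had 3 reads in the piwi-sKD pool. For gtwin, 6 of the 9 piwi-sKD-specific insertions had a gtwin insertion of the no-KD pool within 500 bp. Those 6 included the insertion with the highest support, 15 reads at X 23213781, 29 bp from its no-KD neighbour. Both no-KD-specific gtwin insertions also had a piwi-sKD neighbour within 500 bp. The remaining 3 gtwin insertions, at X 21836760, X 21843598 and X 21843729, had 3, 2 and 2 reads. The counts for both families depended on the window, which matches insertions of any family. At 100 bp ZAM had 9 piwi-sKD-specific and 2 no-KD-specific insertions and gtwin had 4 and 0. At 500 bp the counts were 5 and 2 for ZAM and 3 and 0 for gtwin. Of the 5 piwi-sKD-specific ZAM insertions lost between 20 and 500 bp, 3 had only an insertion of another family within 500 bp in the no-KD pool, whereas all 6 lost by gtwin had a gtwin insertion there. At 0 bp ZAM had 14 and 6, a ratio of 2.33.

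**Figure D2:**
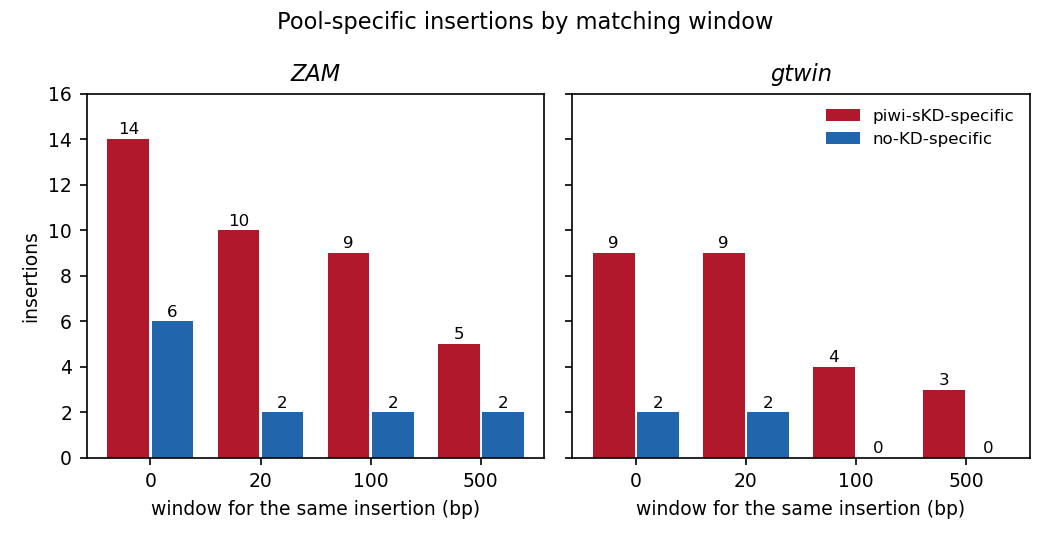
Bars give the number of ZAM (left) and gtwin (right) insertions specific to the piwi-sKD pool (red) or the no-KD pool (blue) when insertions of any family within 0, 20, 100 or 500 bp count as the same, 1 library per pool. The piwi-sKD-specific gtwin insertions drop from 9 at 20 bp to 3 at 500 bp.

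In the study, the families that lost piRNAs after piwi-sKD were mostly ERVs, so the classes were compared as wholes. Only some ERV families were affected there. ZAM and gtwin held 10 and 9 of the 993 piwi-sKD-specific ERV insertions, so a change in them could hardly move the class share. ERVs made up 34.6% (Wilson 95% interval 32.9 to 36.4) of the piwi-sKD-specific and 36.7% (34.7 to 38.7) of the no-KD-specific insertions, an odds ratio of 0.913 against the other classes (Fisher's exact test, two-sided, p = 0.135). With chromosome arms only, the odds ratio was 0.875 and the exact p 0.0321, a lower ERV share in the piwi-sKD pool. Non-LTR elements made up 42.4% and 39.3% (exact p = 0.0316), and DNA elements 23% and 24.0% (exact p = 0.438). These 3 class tests share the same insertions and were not adjusted. By chromosome, the lowest ratio was that of the mitochondrial genome, with 38 piwi-sKD-specific and 45 no-KD-specific insertions (exact p = 0.0337, adjusted p = 0.270 over 8 chromosomes). Gene spans held 52.2% (50.4 to 54.1) of the piwi-sKD-specific and 52.4% (50.2 to 54.5) of the no-KD-specific insertions (Fisher's exact test, two-sided, p = 0.908). The share among no-KD insertions shared by both pools was 52.0% (49.9 to 54.1), and specific insertions did not differ from shared ones (exact p = 0.837). The position relative to exons was not analysed here.

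The 12 single flies were sequenced to find further examples. Of the insertions of a fly, 47.3% ± 2.82 (SD, n = 12) had a partner in the no-KD pool. Any pair of flies shared between 22.6% and 56.5% of the insertions of one of them, so no library was a copy of another. Of all 10974 fly insertions, 2027 were seen in 1 fly and 384 had a partner in all 12. Private insertions numbered 1716, or 143.0 ± 46.4 per fly (SD, n = 12; 68 to 227), which is 15.5% ± 2.62 of the insertions of a fly. The window moved this number most, to 49.9 per fly at 500 bp and 357.8 at 0 bp. Support was at the 2-read minimum for 80.3% ± 4.76 of the private and 41.7% ± 5.53 of the insertions shared between flies (SD, n = 12), and it was higher among the private ones in 12 of 12 flies.

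The number of private insertions rose with the number of all insertions across the flies (Pearson's r = 0.909, permutation p = 1.20e-04, adjusted p = 4.80e-04; Spearman's rho = 0.888, permutation p = 2.80e-04, adjusted p = 5.60e-04; n = 12). Since private insertions are part of the total, they were also set against the other insertions of each fly. Pearson's r was then 0.859 (permutation p = 5.90e-04, adjusted p = 7.87e-04) and Spearman's rho 0.811 (permutation p and adjusted p = 0.00233). These 4 tests were adjusted together. Without the 2 flies farthest from the median, r was 0.805 against the total (permutation p = 0.00532, n = 10) and 0.711 against the other insertions (permutation p = 0.0231, n = 10). The labels name no batch among the flies.

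**Figure D3:**
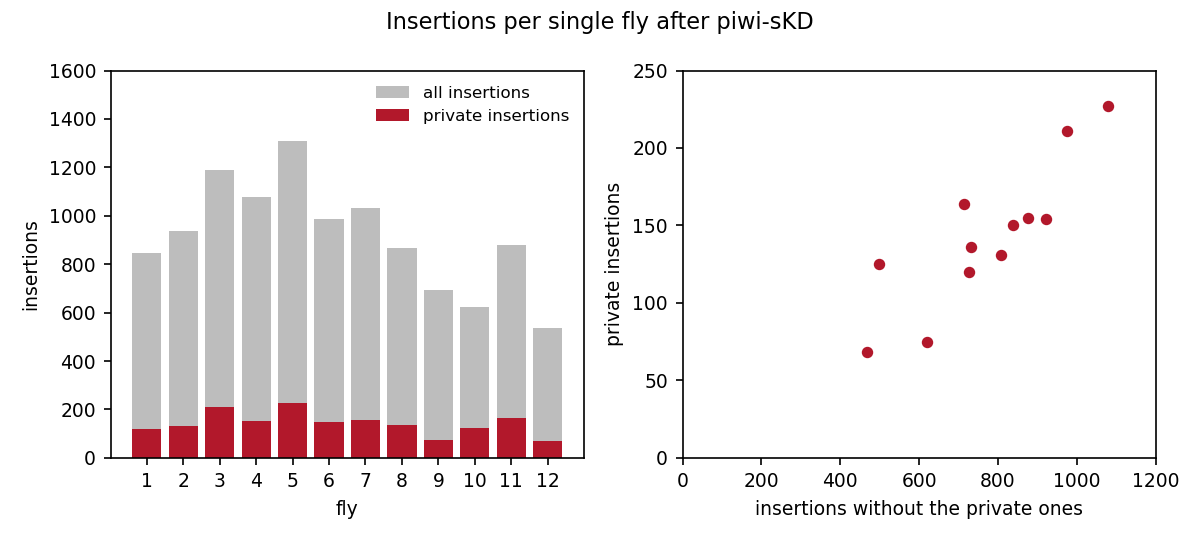
Left, bars give all insertions (grey) and private insertions (red) of each of the 12 flies. Right, each point is a fly, with its private insertions against its other insertions, which rise together (Pearson's r = 0.859, n = 12).

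ZAM contributed 5 of the private insertions, in 5 different flies, each with 2 supporting reads. They made up 0.291% (Wilson 95% interval 0.125 to 0.680) of the private insertions, compared with 0.348% (0.189 to 0.640) of the piwi-sKD-specific and 0.0937% (0.0257 to 0.341) of the no-KD-specific insertions of the pools. ZAM and HMS-Beagle2, each with 5, shared rank 78 among all families, and Dm412 had 18. One site was at 2L 23319857 in fly 9, 25 bp from a ZAM insertion of the piwi-sKD pool. Those at 2R 145483 in fly 6 and 2R 145520 in fly 1 lay close to each other, in no annotated gene. The site at 2R 1809234 in fly 2 lay 95 bp from a ZAM insertion of the piwi-sKD pool and 330 bp from one of the no-KD pool. The site at X 10241011 in fly 11 fell inside the gene Hk (Dmel_CG43388, X 10233347 to 10263485), and neither pool had a ZAM insertion on the X. The study also found a ZAM insertion in Hk, at nearly the same coordinate. Its PCR detected that insertion after piwi-sKD and did not detect it in the no-KD ancestors. A single gtwin insertion was private, at X 21843108 in fly 4, with 2 reads, 490 bp from a gtwin insertion of the piwi-sKD pool. The count of private ZAM insertions was 11 at 0 bp, 3 at 100 bp and 1 at 500 bp. There were no single flies of the no-KD condition to set these counts against.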

Values the study reported

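The study reported sequencing coverages of 96.89× for the piwi-sKD pool and 78.75× for the no-KD pool, and subsampled the former 44 times to match the latter. It gave a ratio of *de novo* insertions of more than 3-fold for ZAM and gtwin. Among the 12 flies sequenced singly, it described a ZAM insertion in an exon of *Hk* in a single fly. By PCR it detected this insertion after piwi-sKD and not in the no-KD ancestors.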

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

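The thinning to the no-KD depth, the 500 bp loci, the gene-span share and the count without private insertions were chosen after the data had been seen, and the other alternatives before.

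Counts of specific insertions followed the window and the support. For the piwi-sKD pool they were 1268 at 500 bp, 1356 as loci and 858 with support at or above the median. For the no-KD pool they were 3497 at 0 bp, 1307 at 100 bp, 679 at 500 bp, 776 as loci and 707 with support at or above the median. A wider window merges more insertions by its own construction.

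The family test called 0 families in 12 of its 13 alternatives, with 1 to 4 families at an unadjusted p under 0.05 in the 11 of them where these were counted. The exception was the exact binomial test, with 1 family, BS (ratio 1.61, adjusted p = 4.93e-04), and 13 at an unadjusted p under 0.05. Its expected share of 0.5 ignores that the piwi-sKD pool had more specific insertions over all families together. The ratio of ZAM stayed between 2.33 and 5.00 over 10 alternatives, with adjusted p from 0.347 to 1, and that of gtwin between 3.88 and 8.0 over 8, with adjusted p from 0.435 to 1. No ratio exists where the no-KD pool kept no insertion: gtwin at 100 bp (4 and 0), at 500 bp (3 and 0) and as loci (2 and 0), and ZAM with support at or above the median (2 and 0). The other named families lacked a ratio in 9 further cases. One was rooA at 500 bp, with 14 and 0 (Fisher's exact p = 0.00344, adjusted p = 0.170); its ratio at 100 bp was 18 (adjusted p = 0.158), and its adjusted p ranged from 0.158 to 1 over the settings in which it was tested.

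Some named families crossed the ratio of all families together, with an adjusted p of 0.926 or more wherever the family had the 5 insertions needed for a test. At 0 bp this was Stalker (1.25), at 100 bp HMS-Beagle2 (1.46), and at 500 bp Stalker (1.92) and gypsy8 (1.75). With same-family matching they were Circe (1.40) and Stalker (1.38), with chromosome arms only Stalker (1.43), and with merging Stalker (1.34). With support at or above the median they were Dm412 (1.5), HeT-A (1.67), Stalker (1.22), and Osvaldo (3.00) and invader4 (2.0), both with too few insertions to be tested. As loci they were HMS-Beagle (2.0), HMS-Beagle2 (1.38) and gypsy8 (1.5), and after thinning HMS-Beagle2 (0.979). The cause was not tested.

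The ERV odds ratio was 0.875 (exact p = 0.0321) with chromosome arms only and 1.01 (exact p = 1) with support at or above the median, and its exact p ranged from 0.0321 to 1 over 10 alternatives. The cause was not tested. The odds ratio for gene spans sat at either side of 1: 1.00 at 0 bp, 1.02 at 500 bp, 1.00 with same-family matching, 1.01 for absence from the flies, 1.04 as loci and 1.01 after thinning, but 0.982 at 100 bp, 0.983 with chromosome arms only, 0.990 with merging and 0.934 with support at or above the median. Its exact p was 0.537 or higher in all 10 alternatives.

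Private insertions per fly were 357.8 at 0 bp, 83.9 at 100 bp and 49.9 at 500 bp. Private ZAM insertions numbered 11, 3 and 1 at these windows. Private gtwin insertions numbered 2 at 0 bp and 2 with no condition on the pools. The correlation of private with total insertions stayed positive with a permutation p under 0.05 in all its alternatives, the lowest r being 0.724 at 500 bp. The exonic share was not run, because the gene table used holds no exons. No paired analysis was possible because each pool is 1 library. With 12 ZAM and 11 gtwin specific insertions in all, the counts also limit both ratios, whose intervals span more than 1 order of magnitude.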

Other observations

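All tests in this part were chosen after the results they bear on had been seen.

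Many pool-specific insertions had a close neighbour in the other pool. Of the 2870 piwi-sKD-specific insertions, 1441 (50.2%) had a no-KD insertion of the same family 21 to 500 bp away. After 100 shifts of the no-KD positions by 5 to 50 kb, the share was 0.139% to 1.71%. Chance closeness within a family is thus too rare, and the 50.2% may reflect single insertions that were listed at several nearby break points, so that a 20 bp window counts them as specific. Separate insertions into one short stretch were not distinguished from this. For gtwin, 6 of 9 piwi-sKD-specific insertions and both no-KD-specific ones are of this kind, and for ZAM 2 of 10. No biological explanation was tested.

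The ratios of ZAM and gtwin were set against chance over families. When the library labels of the specific insertions were shuffled 10000 times, 54.2% of the shuffles gave a ratio as high as that of ZAM in at least 1 of the 94 families with 10 or more specific insertions, and 64.2% gave one as high as that of gtwin. The median of the highest ratio was 5.00. Counting chance could therefore give ratios of this size in some family, although it does not say that it gave these. ZAM and gtwin were on a list of 4 families set beforehand, and they ranked 2 and 3 of the 94. The shuffles did not ask how often families named in advance would rank so high together. Taken alone, Fisher's exact p was 0.0827 for ZAM and 0.131 for gtwin. Deeper sequencing of the piwi-sKD pool was tested by thinning its reads to the no-KD depth. The ratio of all families together fell from 1.34 to 1.03, while that of ZAM was 4.01 and that of gtwin 3.88. Each stayed above that of all families in 100 of 100 draws (lowest ratio 2.33 for ZAM and 2.5 for gtwin). That argues against depth as the whole cause of either high ratio. The draws do not cover counting chance in the 12 ZAM and 11 gtwin insertions, which stays open. Piwi depletion, which the design names, also stays open and is not tested by these pools, since each condition has 1 library. The study had further evidence outside these pools. By qPCR it reported a strong rise in the genomic load of ZAM and gtwin over successive generations of piwi-sKD. It reported no change for the other families it tested in this way. The bound quoted from the study was obtained after depth matching. The ratios here were 5.00 for ZAM and 4.50 for gtwin without it, and 4.01 and 3.88 after thinning. All lie above that bound, but thinning the support of called insertions is not the study's subsampling of reads.

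Some ZAM loci missing from the no-KD pool came back in several flies. Joined at 500 bp, 3 such loci were found in 2 or more flies. The one at 3L 24176057 to 24176128, inside Snap25, was in 6 flies and in the piwi-sKD pool. The one at 2R 20176777 to 20176922 was in 2 flies and in the piwi-sKD pool. The one at 2R 145483 to 145520 was in 2 flies and in neither pool. ZAM made up 3 of 349 recurrent loci absent from the no-KD pool, but 1 of 1128 recurrent loci found there (Fisher's exact test, two-sided, p = 0.0432, adjusted p = 0.408 over 111 families). The same test gave an adjusted p under 0.05 for 4 other families, chosen here after their values were seen. Loci of BS, Doc2-element and INE-1 were more common among those absent from the no-KD pool, as for ZAM, whereas pogo went the other way, with 2 of 349 against 43 of 1128. Older loci below the detection limit of the no-KD pool, and insertions inherited by several flies, may both give such a pattern, and on 4 ZAM loci in all they cannot be told apart.

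Well supported sites were often missing from a fly. Among 407 sites outside the Y with at least 20 no-KD reads and an insertion of the same family within 100 bp in the piwi-sKD pool, a fly lacked 48.4% on average. The ZAM site at 2R 19841940 to 19842048, with 29 reads in each pool, was found in 4 of 12 flies. The study names a ZAM insertion at nearly the same coordinate, but on another arm, as fixed and present in every library. That arm is 2L, where the only ZAM insertions called in any library lay at 23319857 to 23319882. This argues against a separate called site there. If the study means the 2R site, the absence of that site from a fly would be a missed call. Private insertions were at the 2-read minimum far more often than shared ones, in 12 of 12 flies. Private calls may thus include sites that other flies carried but that were missed there. A site can also be absent because it segregates in the line, and the 48.4% does not separate these, so the explanation stays open, as does false calling at low support.

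Sites on the Y were rarely found in the flies. Of 25 Y sites chosen as above, a fly had 7.0% ± 2.49 (SD, n = 12; 4.0 to 12), compared with 53.5% ± 11.4 of 60 X sites and 51.6% ± 9.49 of 345 autosomal sites. The Y share was below the X share in 12 of 12 flies. Lower depth of the fly libraries is argued against by the fly with the fewest insertions, which still had 38.6% of the autosomal sites (exact 95% interval 33.4 to 43.9), above the highest upper bound for the Y in any fly, 31.2%. The fly with the lowest autosomal share had 33.6% (28.7 to 38.9), which overlaps that bound. A shortage of the Y with X sites at the level of autosomes is consistent with flies without a Y chromosome, which the 7.0% recovered would then set as background. The sex of the flies is not in the labels.

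Insertions were also called in the mitochondrial genome, 76 in the no-KD pool, 73 in the piwi-sKD pool and 8 in all flies together. BS, Rt1a and hopper held 77.2% (exact 95% interval 69.6 to 83.7) of those in the pools. These families, which lie outside the naming rule and were chosen after their values were seen, held 9.04% of the nuclear insertions. They were picked on the same mitochondrial insertions, and called insertions do not measure how abundant a family is in the genome, so chimeric fragments in proportion to abundance stay open. Of the no-KD mitochondrial insertions, 11.8% (exact 95% interval 5.56 to 21.3) had a piwi-sKD insertion of the same family within 20 bp, inside the range of 100 rotations of the positions, 1.32% to 14.5%, and far below the 48.7% of nuclear insertions. That argues against a sequence resemblance fixed at the same positions within a family. With partners of any family within 20 bp, 45 of the 76 no-KD and 38 of the 73 piwi-sKD mitochondrial insertions had none. The rest had one, and no rotations were made for this matching. Positions that recur across families thus stay open. What makes these families stand out was not found, and no biological explanation was tested.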
